A study of Homo sapiens with 8 samples. Its data were reported in "Nonproteolytic ubiquitination regulates chromatin occupancy by the NCoR/SMRT/HDAC3 corepressor complex in MCF-7 breast cancer cells" (2025).

How the data were processed

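The series holds 8 ChIP-seq libraries of MCF-7 cells: 2 GPS2 ChIP, 1 HDAC3 ChIP and 1 input DNA library from wild type (WT) cells, and the same numbers from cells with GPS2 knocked out (GPS2-KO). The authors aligned the reads with Bowtie2 in local mode to hg38 and sorted them with SAMtools, after quality checks with FastQC. They called peaks with HOMER and merged the peaks of WT cells into a reference set. Chromosome Y and noncanonical chromosomes were removed by them. The processing notes of the submitters name Bowtie2 2.2.7, SAMtools 1.3 and HOMER 4.11. The authors also tested GPS2 peaks against input and combined the p-values of the GPS2 replicates, and it is not stated whether this step defined the deposited lists.

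The files used here are 2 lists of coordinates deposited by the authors, 1 of GPS2 regions and 1 of HDAC3 regions of WT cells. Each line gives a chromosome, a start and an end, with no score, p-value or read count. One list is given for both GPS2 replicates and the HDAC3 list rests on 1 library, so the replicates cannot be compared. Sequencing depth is unknown from these files. Values for the GPS2-KO libraries, the input libraries and single replicates are not analysed here, and no comparison between WT and GPS2-KO cells was made. Coordinates are given as the lists give them, on hg38, and it is not known whether their starts count from 0 or from 1. Widths are end minus start.

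Regions were annotated with GENCODE release 44 on the same build. The midpoint of each region was placed, in this order, at a promoter (2000 bases upstream to 500 bases downstream of any annotated transcription start site), in an exon, in an intron, or outside genes (intergenic). Intron here includes introns of noncoding genes. The study classed its peaks with the same promoter span but another set of transcripts (UCSC knownGene, through ChIPSeeker), so its promoter shares and those given here are not directly comparable. The 2 GPS2 regions on the mitochondrial genome were left out of all tests.

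Overlap meant at least 1 shared base. Chance was the random placement of regions within their own chromosome outside assembly gaps, evaluated exactly as a sum of binomial variables. The overlap test was one-sided for more overlap, and all other tests were two-sided. The smallest p given by these exact tests is 1e-12. Shares carry exact Clopper-Pearson 95% intervals, densities exact Poisson 95% intervals and odds ratios 95% intervals on the log scale. All intervals cover counting error only. They hold no error between replicates, and regions of one list are not independent replicates.

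A total of 22 gene lists and 22 consensus motifs were fixed before the data were examined. A region belonged to a gene when its midpoint lay in the gene body or within 10 kb on either side. Motifs were searched on both strands of the central 500 bases of each region and of 10 control windows per region matched on chromosome, width and GC content, and shares were compared by Fisher's exact test. Mean GC content was 42.93% in the regions and 42.92% in the control windows. For sequence uniqueness, each 50-base word of the genome was marked as unique or as occurring more than once on either strand. Regions with 50% or more words of the second kind were called non-unique and compared with 2 control windows per region by a permutation test with 100000 resamples. Benjamini-Hochberg adjustment ran over 44 tests of gene lists, 110 tests of motifs against control windows, 66 tests of motifs between sets, 20 tests of location and 23 chromosomes. An adjusted p under 0.05 counted as passing.

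The genes named in the text follow a rule fixed in advance. They are GPS2, MYC and BMP7, up to 4 members of each list with the most regions, the 10 protein-coding genes with the most regions of each factor, the promoter regions closest to a start site (10 shared, 5 of HDAC3 only and 5 of GPS2 only), the 3 widest regions of each list and the 5 windows of 1 Mb with the most regions of each list. Further genes at promoters named from the study's own list of genes, the longer spans of chromosomes and the antigen presentation genes in the closing section were chosen after their values were seen.

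Calculations used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and numba 0.67.0, and plots matplotlib 3.10.9. The procedures were tested on simulated data before use. Among random placements of 3569 regions, 9 of 440 gene list tests, 1 of 80 location tests and 0 of 20 overlap tests gave p under 0.05. A planted promoter excess of 1.5 times was found in 20 of 20 simulations, with a mean ratio of 1.50. The simulated regions were placed independently, as the tests assume. They therefore check the calculation, and cannot show how the p-values behave for regions that gather in blocks, as the real ones do. All 44 planted motifs were found. The uniqueness calls were wrong for 2 of 19951 checked words.

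The alternatives fixed in advance were other definitions of overlap, of promoters, of gene flanks and of control windows, placement within 1 Mb on either side of each region, random gene lists matched on gene length (a permutation test with 100000 draws), and the removal of non-unique regions, of regions wider than 500 bases, of the densest 5 Mb windows, and of chromosomes 1, 17 and 20, which carry copy gains in MCF-7 cells. Placement over all chromosomes together, and GC-matched control windows with under 50% non-unique words (from 3 windows per region), were added later.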

Results

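GPS2 (G-protein pathway suppressor 2) and HDAC3 (histone deacetylase 3) are both subunits of the NCoR and SMRT corepressor complexes. Their chromatin occupancy was measured by ChIP-seq in MCF-7 cells, a human luminal breast cancer line that expresses estrogen receptor alpha. The labels name 2 GPS2 libraries, 1 HDAC3 library and 1 input library in WT cells and as many in GPS2-KO cells. The lists analysed here hold 4875 GPS2 regions and 3569 HDAC3 regions of WT cells. Most regions were 500 bases wide, 88.9% of the GPS2 list and 89.0% of the HDAC3 list. Because each list gives coordinates alone, the depth behind a region is unknown and no value has an error between replicates.

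The first question was how far HDAC3 and GPS2 occupied the same regions. Of the 3569 HDAC3 regions, 2039 overlapped a GPS2 region, or 57.1% (95% interval 55.5 to 58.8%). Random placement within chromosomes gave 9.48 such regions, so the overlap exceeded chance 215-fold (exact test, one-sided p = 1e-12, the smallest given). All 2039 shared regions had identical coordinates in both lists, and they made up 41.8% (40.5 to 43.2%) of the 4873 GPS2 regions on nuclear chromosomes. The authors merged WT peaks into a reference set, so identical coordinates and widths cannot be taken as a finding about occupancy. Shared regions lay at the start sites of BANF1, a chromatin-binding protein of the nuclear lamina, HDLBP and DECR1, which encodes a mitochondrial enzyme of fatty acid oxidation. The DECR1 region, at chromosome 8, 90001081 to 90001581, had its midpoint 73 bases upstream of a start site. The share of HDAC3 regions with GPS2 was 72.6% (67.5 to 77.4%) on chromosome 17, 67.1% on chromosome 20 and 65.5% on chromosome 1, against 28.6% (8.39 to 58.1%) of 14 regions on chromosome 19. Leaving out 1 chromosome at a time moved the overall share between 55.6 and 57.7%. WT cells had a single input library, so part of the excess may come from its use for both lists, and coordinates alone do not allow that part to be simulated. Placement within 1 Mb of each region gave 26.99 overlaps and a ratio of 75.6.

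The second question was where in relation to genes the regions lay. Promoters held 540 GPS2 regions, 11.1% (10.2 to 11.997%) against 9.68% by random placement (1.14-fold, exact adjusted p = 0.00185), and 434 HDAC3 regions, 12.2% (11.1 to 13.3%) against 9.82% (1.24-fold, adjusted p = 1.22e-05). Exons held 4.93% of GPS2 regions (1.36-fold, exact adjusted p = 1.13e-05) and 5.38% of HDAC3 regions (1.47-fold, adjusted p = 9.52e-07). Introns held 54.4% of GPS2 and 53.9% of HDAC3 regions, 1.06-fold and 1.05-fold of chance, but 0.987-fold and 0.980-fold when regions were placed within 1 Mb. Intergenic sequence held 29.6% and 28.5%, below the 35.1% that placement gave for each list (0.842-fold and 0.812-fold, exact adjusted p = 1e-11 for both). Against placement within 1 Mb this shortfall no longer passed (0.960-fold and 0.961-fold, exact adjusted p = 0.171 and 0.249). When chance was instead placement within 1 Mb of each region, the exon excess stayed past the threshold (1.26-fold and 1.29-fold, exact adjusted p = 0.00415 for both), whereas the promoter excess did not (1.09-fold and 1.10-fold, adjusted p = 0.170 for both). Within 1 Mb, the exon excess also passed in the regions that both lists share (1.42-fold, exact adjusted p = 0.00415). It did not pass in GPS2-only regions (1.13-fold, exact adjusted p = 0.249) or in HDAC3-only regions (1.12-fold, adjusted p = 0.390). The difference itself did not pass in the main setting. Exon odds ratios of shared regions were 1.37 over GPS2-only and 1.21 over HDAC3-only regions (Fisher's exact adjusted p = 0.0757 and 0.519).

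**Figure D1:**
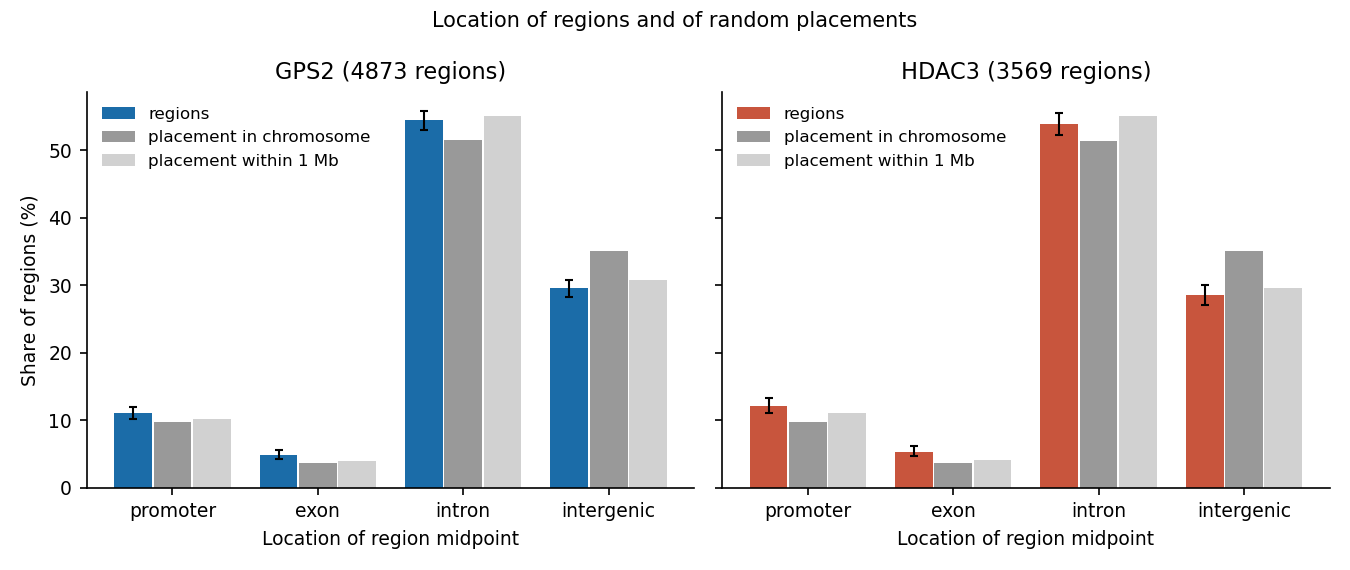
Share of GPS2 regions (left) and HDAC3 regions (right) at promoters, in exons, in introns and in intergenic sequence, in percent, beside the shares from random placement within chromosomes and within 1 Mb. Error bars are exact 95% intervals of counting error. The intergenic shares of 29.6% and 28.5% lie below the 35.1% of placement within chromosomes. Placement within 1 Mb gives 30.8% and 29.7%, from which they do not differ past the threshold.

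Among promoters, the shared regions closest to a start site belonged to BANF1 (2 bases downstream), HDLBP, EML5, CR2, CFAP44, HOXC5, CNPPD1, DECR1, ZFAND2A and TNS2. HDAC3 regions without GPS2 lay closest to the start sites of CAPN11, CAPS2, ZNF782, AP5Z1 and GPD2, the last of which encodes the mitochondrial glycerol-3-phosphate dehydrogenase. GPS2 regions without HDAC3 lay closest to those of BBX, SFI1, ACP6, PSMB9 and GPR137, of which ACP6 also had a shared promoter region 1452 bases upstream of a start site. PSMB9, a subunit of the immunoproteasome, had its region at chromosome 6, 32853892 to 32854392. Of the genes that the study itself singled out, THEM4 had a shared promoter region 1011 bases upstream of its start site. The shared region beside MCRIP2, at chromosome 16, 636325 to 636825, lay 210 bases upstream of METTL26. PTCD1 and UQCRC1, a subunit of respiratory complex III, had promoter regions of HDAC3 without an overlapping GPS2 region, although the study describes the PTCD1 promoter as bound by both factors. The widest regions of both lists were the same 3 shared ones, whose equal widths may come from the merging of peaks by the authors. The first spanned 1811 bases at a promoter upstream of ALOXE3 on chromosome 17, 8118978 to 8120789. The others lay in introns of LCP1 on chromosome 13 (1364 bases) and SRRT on chromosome 7 (1350 bases).

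The third question was whether HDAC3 regions with GPS2 lay elsewhere than HDAC3 regions without it. No class differed past the threshold. Promoters held 11.8% of the 2039 shared regions and 12.7% of the 1530 HDAC3-only regions (odds ratio 0.919, 95% interval 0.751 to 1.12, Fisher's exact adjusted p = 0.519). The odds ratios were 1.21 for exons, 0.956 for introns and 1.05 for intergenic sequence, each with exact adjusted p = 0.519. GPS2 regions with and without HDAC3 did not differ past the threshold either. The largest odds ratio there was 1.37 for exons (1.05 to 1.77, exact adjusted p = 0.0757), with 5.79% of shared regions and 4.30% of GPS2-only regions. It passed without the densest 5 Mb windows (1.47, exact adjusted p = 0.0254) and without chromosomes 1, 17 and 20 (1.50, exact adjusted p = 0.0354).

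The fourth question was which genes and groups of genes carried regions. At least 1 GPS2 region lay in or within 10 kb of 2191 of 19962 protein-coding genes (10.98%), at least 1 HDAC3 region at 1875 (9.39%), and both at 1266. GPS2 itself (chromosome 17, 7311324 to 7315564), MYC and BMP7 had no region in either list. The study reports both factors at the MYC promoter of WT cells by ChIP of that promoter. It also takes up BMP7 as a gene that the NCoR and SMRT complex leaves on derepression. With unknown depth, absence from these lists does not show absence of binding. DLG2, a synaptic scaffold gene on chromosome 11, had the most of both, with 28 GPS2 and 16 HDAC3 regions over 2173 kb. CEP112 had 19 GPS2 and 11 HDAC3 regions, ANKFN1 18 and 10, and PTPRT 17 and 10. DSCAM and ZFHX3 each had 16 and 9, CDH13 and ZFPM2 each 15 and 8, and CA10 had 13 and 8. PITPNC1 had 11 GPS2 and 12 HDAC3 regions, USH2A 11 and 11, WWOX 12 and 11, ESRRG (an orphan nuclear receptor) 13 and 9, and THSD4 4 and 9.

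Of the 22 lists, 1 held more GPS2 and more HDAC3 regions than chance after adjustment, and none held fewer. It was the list of genes that the study named, which was drawn up on these same samples and is not independent evidence. It had 42 GPS2 regions against 8.04 by placement (5.23-fold, exact adjusted p = 2.2e-11) and 36 HDAC3 regions against 5.66 (6.36-fold, adjusted p = 2.2e-11), with 12 of 23 genes carrying a GPS2 region and 12 an HDAC3 region. Most lay at OXR1, an oxidative stress response gene (16 GPS2 and 10 HDAC3 regions), GRHL2, an epithelial transcription factor (6 and 6), PTK2, which encodes focal adhesion kinase (6 and 5), and PRKCH (5 and 6). Against placement within 1 Mb the excess fell to 1.87-fold for GPS2 (exact adjusted p = 0.00267) and 1.88-fold for HDAC3 (adjusted p = 0.00395). Without adjustment, 3 of 22 lists passed for GPS2 and 2 for HDAC3.

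Luminal transcription factors had 16 GPS2 regions against 7.23 (2.21-fold, 95% interval 1.26 to 3.59, exact p = 0.00600, adjusted p = 0.0879), of which 7 lay at TRPS1, 6 at GRHL2, 2 at ESR1, the estrogen receptor gene, and 1 at TFAP2A. GRHL2 is also on the study's list. HDAC3 had 10 regions in this group (1.95-fold, exact adjusted p = 0.394). This call was the same in 8 of 9 settings, but the list passed for HDAC3 with flanks of 50 kb (2.28-fold, exact adjusted p = 0.0296). For GPS2 the call also depended on the setting. The list passed with gene flanks of 2 kb (2.42-fold, exact adjusted p = 0.0362) and of 50 kb (2.14-fold, adjusted p = 0.0215). It did not pass against placement within 1 Mb (1.95-fold, exact adjusted p = 0.172) or against random gene lists matched on gene length (permutation p = 0.0893, adjusted p = 1). Genes of the NCoR and SMRT complexes and the HDACs had 1 GPS2 region, at NCOR1, against 6.35 (exact p = 0.0254, adjusted p = 0.279), and 2 HDAC3 regions, at HDAC5 and TBL1XR1, against 4.60. With flanks of 50 kb the GPS2 shortfall passed (0.108-fold, exact adjusted p = 0.0215). Placement within 1 Mb gave only 2.60 GPS2 regions there (0.385-fold, exact adjusted p = 1), and against length-matched lists the shortfall did not pass either (permutation p = 0.152, adjusted p = 1). Glucose metabolism genes had 6 regions of each factor (2.16-fold for GPS2 and 2.87-fold for HDAC3, exact adjusted p = 0.617 and 0.351), with 3 of each at PFKFB2, a regulator of glycolysis, and 1 of each at GFPT2, HK1 and HK2. Estrogen response genes had 9 GPS2 and 8 HDAC3 regions (1.54-fold and 1.82-fold, exact adjusted p = 0.978 and 0.617), among them a shared region near TFF1 at chromosome 21, 42355362 to 42355862, in intergenic sequence.

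The other metabolic and signalling lists lay within their counting error, and some of their ratios crossed 1 under other settings. Ratios to chance for GPS2 and HDAC3 were 1.33 and 1.53 at nuclear-encoded mitochondrial genes (COX6C, NDUFS2, ATP5MC1 and IDH3A had the most), 1.05 and 0.459 at lipid metabolism genes (DGAT2 and SREBF1 among them), and 1.68 and 0.561 at K63 ubiquitin and TRAF signalling genes, where TRAF3 had 3 GPS2 regions. They were 1.08 and 1.28 at focal adhesion genes, 1.55 and 1.72 at cell cycle genes, where CDK6 had 4 GPS2 and 3 HDAC3 regions, and 1.46 and 1.52 at p53 target genes such as BTG2. NF-kB and inflammatory genes had no GPS2 region against 1.25 by chance and 1 HDAC3 region, at NFKB1. Genes of the amplified segments known in MCF-7 cells had ratios of 0.515 and 0.879 on 17q23, 0.727 and 0.744 on 20q13, 1.80 and 0.922 on 1p13, and 0.185 and 0 on 3p14, none past the threshold. Placement within a chromosome takes up any gain of that chromosome. Over all chromosomes together the ratios were 1.49 and 2.84 on 17q23 (for HDAC3 95% interval 1.14 to 5.86, exact p = 0.0262, adjusted p = 0.192), 1.70 and 1.99 on 20q13, 2.56 and 1.17 on 1p13, and 0.224 and 0 on 3p14. BCAS3 on 17q23 had 4 GPS2 and 6 HDAC3 regions, 1 of the latter with 58.8% non-unique sequence, and TSHZ2 on 20q13 had 3 and 2. The 3 genes of the 9p21 segment deleted in MCF-7 cells had no region. No list of markers of other cell types passed. GPS2 had 5 regions at neuronal genes (0.972-fold, or 2.62-fold without chromosomes 1, 17 and 20, neither past the threshold; 3 of them at SYT1), 1 at basal and mesenchymal genes, at TP63, 1 at immune genes, at PTPRC, and none at hepatocyte or skeletal muscle genes. HDAC3 had 2 regions at neuronal genes, 1 at CD44, 1 at ITGAM, 1 at TTN and none at hepatocyte genes.

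The fifth question was which sequence motifs the regions held. No motif was commoner in GPS2 or in HDAC3 regions than in GC-matched windows after adjustment. Without adjustment, 5 of 22 were commoner in GPS2 regions and 1 of 22 in HDAC3 regions. A run of 9 A bases, the type of site bound by ZNF384, was rarer in GPS2 regions (13.6% against 20.8%, odds ratio 0.6004, 95% interval 0.552 to 0.654, exact adjusted p = 5.5e-11) and stood at 20.7% against 21.2% in HDAC3 regions (adjusted p = 0.912). It was rarer in shared regions (15.99% against 21.3%, odds ratio 0.704, exact adjusted p = 3.1e-07) and in GPS2-only regions (11.9% against 20.4%, odds ratio 0.526, adjusted p = 5.5e-11), and commoner in HDAC3-only regions (26.99% against 20.98%, odds ratio 1.39, adjusted p = 2.76e-06). Against GC-matched windows with under 50% non-unique words the odds ratio in shared regions was 0.679 (exact adjusted p = 3.25e-07). The de novo search of the study found a ZNF384 motif enriched in shared regions, the other direction. Its motif and background regions were not compared with the run of A and the windows used here, so the cause of this difference is not known. The homeobox core was rarer in GPS2-only regions (15.2% against 17.8%, odds ratio 0.832, exact adjusted p = 0.0138). TEAD sites occurred in 4.70% of GPS2 regions against 3.82% of windows (odds ratio 1.24, exact adjusted p = 0.0578), CTCF sites in 0.369% against 0.170% (adjusted p = 0.0734), and forkhead sites, bound by FOXA1, in 12.3% against 12.2%. The full estrogen response element was matched in 1 GPS2 region and no HDAC3 region, against 5 of 48730 and 4 of 35690 control windows. Such rare matches show neither a lack nor an excess (GPS2 odds ratio 2.00, 95% interval 0.234 to 17.1). AP-2 sites occurred in 2.196% of GPS2 and 2.83% of HDAC3 regions against 2.36% and 3.03% of windows. The de novo search of the study also found a TFAP2C motif enriched in shared regions. AP-2 sites stood there at 2.31% against 2.42% of windows (odds ratio 0.952, 95% interval 0.704 to 1.29). When the windows also came from within 1 Mb, NRF1 sites passed in GPS2 regions (odds ratio 4.51, exact adjusted p = 0.0123, 9 regions) and in HDAC3 regions (4.29, adjusted p = 0.0141, 9 regions), as did TEAD sites in GPS2 regions (1.23, adjusted p = 0.0455).

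**Figure D2:**
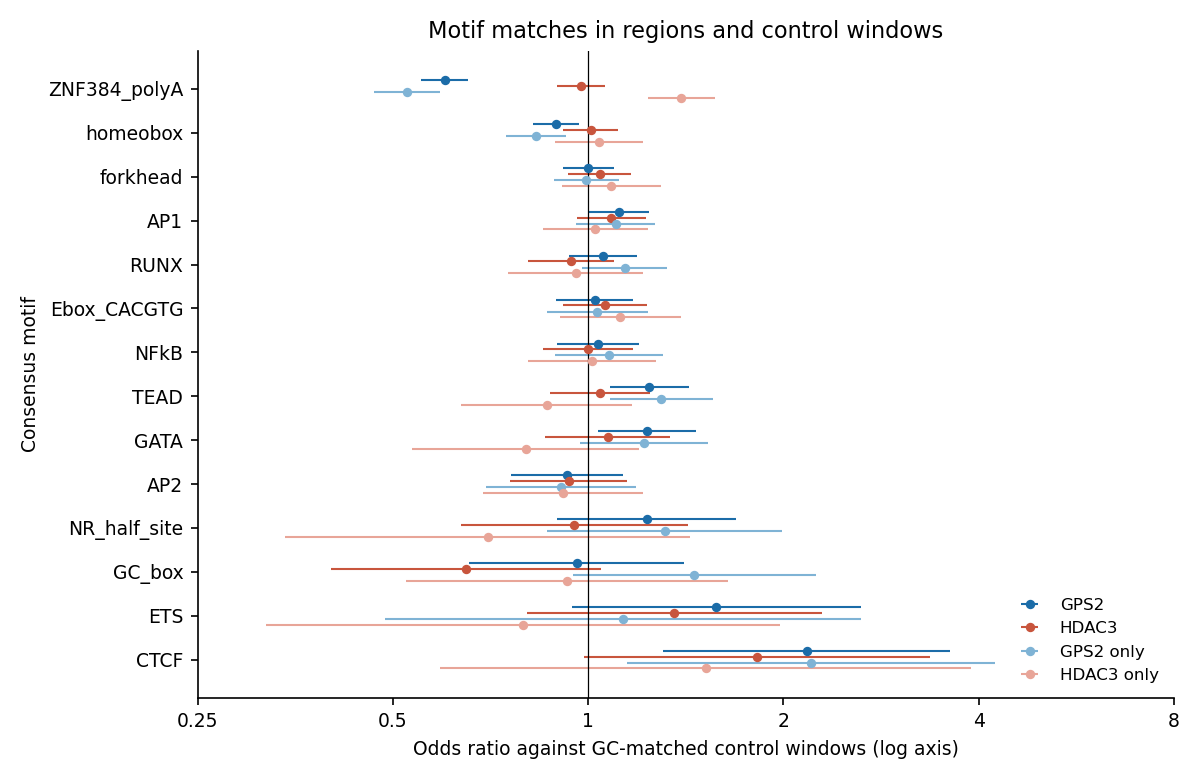
Odds ratios of motif matches in regions over GC-matched control windows, on a log axis, with 95% intervals, for all GPS2, all HDAC3, GPS2-only and HDAC3-only regions. The run of A lies at 0.6004 in GPS2 regions and at 1.39 in HDAC3-only regions, and the other motifs lie closer to 1 or have wide intervals.

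The last question was how the regions were spread over chromosomes. Chromosome 17 was densest, with 4.84 GPS2 regions per Mb (95% interval 4.37 to 5.33) and 3.97 HDAC3 regions per Mb (3.55 to 4.42), followed by chromosome 20 with 3.93 and 3.28 and chromosome 15 with 3.66 and 2.69. Chromosome X had 0.0323 (0.0105 to 0.0753) and 0.0258, chromosome 22 had 0.0511 and 0.0766, chromosome 18 had 0.112 and 0.150, and chromosome 4 had 0.126 and 0.100. The share of regions on a chromosome differed between HDAC3 and GPS2 for 0 of 23 chromosomes after adjustment (Fisher's exact test) and for 1 without, chromosome 3 (p = 0.0478). Shared regions count on both sides of this test, which pulls it towards no difference. Between HDAC3-only and GPS2-only regions, chromosome 1 differed (odds ratio 0.702, Fisher's exact adjusted p = 0.0290). This contrast was not planned, and its p takes regions as independent although they gather in blocks. Regions also gathered within chromosomes. From 45 to 70 Mb, chromosome 17 had 344 of its 401 GPS2 and 281 of its 329 HDAC3 regions, or 13.8 and 11.2 per Mb, against 0.626 and 0.402 per Mb from its start to 45 Mb. Chromosome 20 had 9.29 GPS2 regions per Mb beyond 40 Mb and 0.631 before. Chromosome 8 had 11.1 GPS2 regions per Mb from 100 to 110 Mb, a span with GRHL2 and OXR1, and 0.0447 from its start to 45 Mb. On chromosome 1 there were 489 GPS2 regions from 145 to 220 Mb and 14 from its start to 105 Mb, although the latter span holds 938 coding genes and the former 756. The 1 Mb windows with the most GPS2 regions, 29 each, lay on chromosome 1 (with ACP6 and CHD1L), 17 (ANKFN1), 20 and 7 (NPSR1 and BMPER), and the one with the most HDAC3 regions, 27, held PITPNC1 and BPTF on chromosome 17. The densest 59 of 586 windows of 5 Mb held 51.8% of GPS2 and 52.2% of HDAC3 regions in 10.2% of the sequence. No GPS2 region lay in 158 of these windows and no HDAC3 region in 169. Across these windows, which are not independent, GPS2-only and HDAC3-only regions had r = 0.760 and rho = 0.750.

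**Figure D3:**
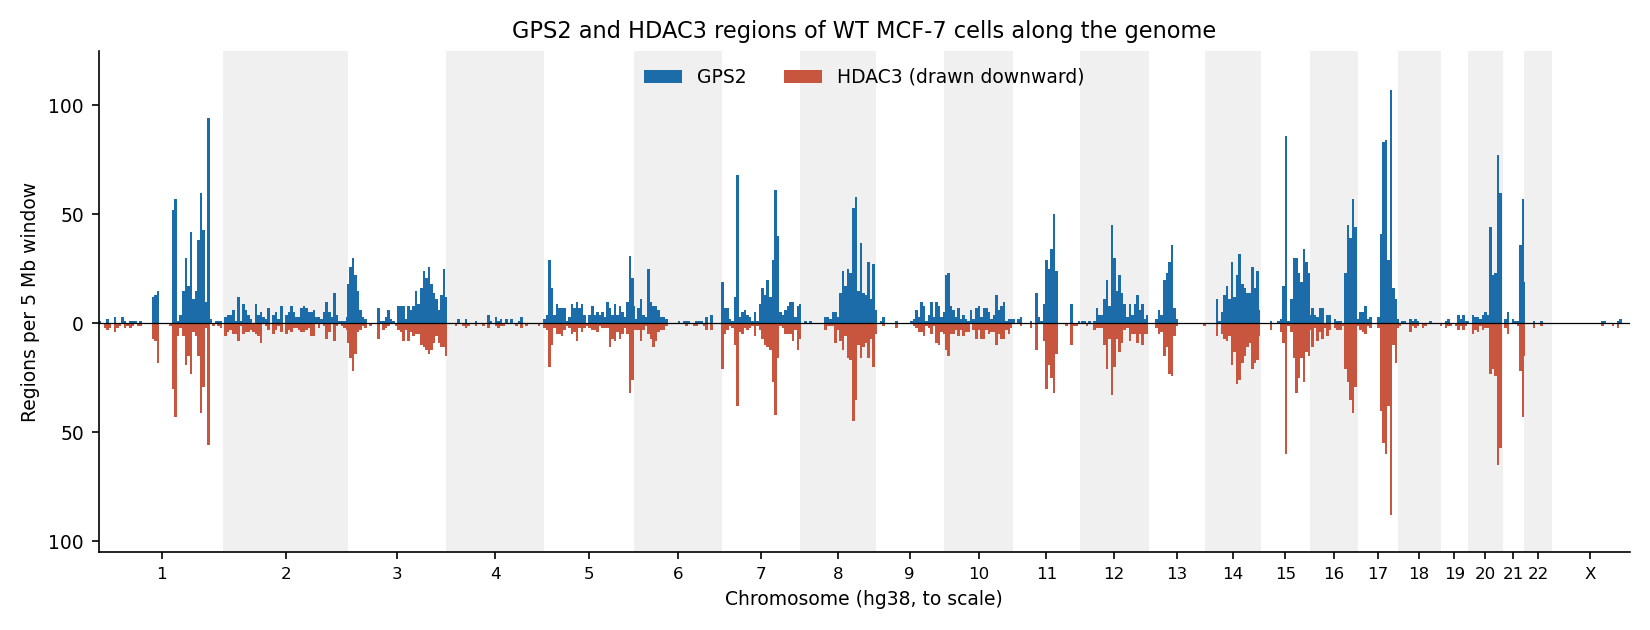
GPS2 regions (upward) and HDAC3 regions (downward) per 5 Mb window along chromosomes 1 to 22 and X of hg38, drawn to scale. The tallest window, on chromosome 17, has 107 GPS2 and 88 HDAC3 regions, and chromosomes 4, 18, 22 and X have few of either.

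Regions per Mb had no correlation past the threshold with the density of protein-coding genes over the 23 chromosomes (GPS2 r = 0.0638, permutation p = 0.788, rho = 0.258, permutation p = 0.235; HDAC3 r = 0.108, p = 0.630, rho = 0.291, p = 0.179). For GC content the values were r = 0.197 (p = 0.370) and rho = 0.341 (p = 0.113) for GPS2 and r = 0.256 (p = 0.239) and rho = 0.375 (p = 0.0782) for HDAC3. After adjustment over the 4 relations the smallest p was 0.740 for r and 0.225 for rho. Without chromosomes 19 and 22, the farthest from the median in GC content, r rose to 0.753 and 0.804, so the lack of a linear relation with GC content rests on these chromosomes. Without the 2 farthest in gene density, r was 0.266 and 0.306.

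Repeated sequence was scarce in both lists. Non-unique regions numbered 6 of 4873 for GPS2 (0.123%, 95% interval 0.0452 to 0.268%) and 8 of 3569 for HDAC3 (0.224%, 0.0968 to 0.441%), against 7.09% and 7.16% of control windows (permutation test, p = 1e-05 for both, the smallest it can give). On average, 5.09% of the words of an HDAC3-only region and 1.03% of those of a GPS2-only region were non-unique.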

Values the study reported

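The study reported 4,875 GPS2 peaks, of which 49.83% lay in introns and 32.98% in intergenic regions. It placed 405 of these peaks (8.31%) at promoters. For HDAC3 it gave 3,569 peaks and stated that 2,039 of them (57.13%) overlapped GPS2 peaks. By its count, 96.74% of GPS2 peaks were decreased in GPS2-KO cells, as were 3,304 of the HDAC3 peaks, 2,364 of them significantly.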

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

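The tests of background reads as the source of most regions of the blocks, of the run of A and exons in the densest windows, and of non-unique sequence among shared regions were chosen only after the results were seen, as was placement over all chromosomes.

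GPS2-only and HDAC3-only regions differed on chromosome 1 by a test of the difference itself, which was not among the planned tests. It takes regions as independent, although those of chromosome 1 gather in blocks, so its p covers counting error only. The sets also rest on 1 HDAC3 library and on 2 pooled GPS2 libraries. Chromosome 1 held 8.04% of HDAC3-only regions and 11.1% of GPS2-only regions (odds ratio 0.702, 95% interval 0.564 to 0.873, Fisher's exact adjusted p = 0.0290). They also differed in the run of A bases, found in 26.99% of HDAC3-only and 11.9% of GPS2-only regions (odds ratio 2.75, 95% interval 2.34 to 3.23, exact adjusted p = 3.3e-11).

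Regions of both lists were uneven over chromosomes and gathered in blocks of many Mb, such as 45 to 70 Mb of chromosome 17. Non-unique sequence as the source is argued against by its share of at most 0.224% of a list. As an explanation, background reads without any preference inside the blocks stay open for both factors. Fewer runs of A in GPS2 regions there go against such reads, but do not decide. That shortfall was already known over all GPS2 regions, which include those of the blocks. The windows used there were also not filtered for non-unique words, which are scarcer in regions than in control windows. In the 62 windows of 5 Mb with the most regions, the run of A was rarer in GPS2 regions than in GC-matched windows within 1 Mb (odds ratio 0.686, 95% interval 0.615 to 0.766, exact adjusted p = 4.91e-10), and TEAD sites were commoner (1.37, exact adjusted p = 0.0261). For HDAC3 regions there, the run of A stood at an odds ratio of 0.978 (0.872 to 1.10). That value joins opposite parts, shared regions at 0.780 (0.671 to 0.907, exact adjusted p = 0.0261) and HDAC3-only regions at 1.40 (1.17 to 1.68, adjusted p = 0.0115). This split was by overlap with GPS2, whose own regions held fewer runs of A, so it cannot decide for HDAC3. Exons there held 1.23 times the HDAC3 regions of placement within 1 Mb (1.01 to 1.49, exact adjusted p = 0.269). Over all regions, exons exceeded that placement 1.26-fold for GPS2 and 1.29-fold for HDAC3 (exact adjusted p = 0.00415 for both), and 3 tests found a motif commoner than in windows within 1 Mb, 2 of them NRF1 with 9 regions each. The promoter ratio of at most 1.10 goes with background instead, and background reads with a sequence bias of their own were not tested. Copy gains of MCF-7 chromosomes may underlie the blocks, but the amplicon genes fixed in advance had 1.22 times the GPS2 regions of placement over all chromosomes (95% interval 0.698 to 1.98) and 1.46 times for HDAC3 (0.797 to 2.45), too wide to decide. This pool joins unlike lists, from 0 and 0.224 times on 3p14 to 2.84 times for HDAC3 on 17q23 (1.14 to 5.86). Gene density (rho at most 0.291) and GC content (rho at most 0.375) fell between the bounds set in advance, and background reads as the source of most regions in the blocks cannot be told apart from true occupancy, since the promoter ratio within 1 Mb was at most 1.10, an exon excess of this size allows it, and no read depth or copy number was used here. The study reports a fall of most GPS2 regions and of most HDAC3 regions in GPS2-KO cells. This bears on the question for both factors, for HDAC3 with 1 library per genotype, but is not in these lists. No biological explanation was tested, because both lists come from WT cells.

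HDAC3 regions overlapped GPS2 regions far more often than chance. Regional density of both lists is argued against as the whole source, since the overlap was 75.6 times that of placement within 1 Mb. Non-unique sequence is argued against too, since only 0.0981% of shared regions were non-unique (95% interval 0.0119 to 0.354%). Still open and untested are peaks of the common WT input at single sites, and the merged reference set from which both lists may have taken their identical coordinates. No biological explanation was tested.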

How the results depend on the processing

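Placement over all chromosomes together and control windows with under 50% non-unique words were chosen after seeing the data, and the other alternatives were planned. No paired analysis was possible because the files give only lists of coordinates over pooled or single libraries. Leaving out each GPS2 replicate and a stricter threshold were not run, since no value per replicate or per region is in these lists. Unknown depth limits every count. The share of HDAC3 regions with GPS2 stayed between 53.3 and 57.5% over 9 settings (exact p = 1e-12 in each). Not all of these settings could move it. Shared regions have identical coordinates, so stricter definitions of overlap leave the share as it is, and other placements change only the expected count. The location of shared and HDAC3-only regions did not differ past the threshold in any of 5 settings, although the promoter odds ratio turned to 1.01 without the densest windows. The cause of each move below was not tested.

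Within 1 Mb, the promoter shares of 11.1% (GPS2) and 12.2% (HDAC3) no longer passed (exact adjusted p = 0.170 for both; over all 8 settings 1.29e-07 to 0.170 and 6.31e-11 to 0.170). Commoner motifs numbered 2 in GPS2 and 1 in HDAC3 regions, against 0 and 0, and rarer ones in GPS2 regions 2, against 1. Without regions wider than 500 bases, the GPS2 promoter share of 10.4% no longer passed (exact adjusted p = 0.0750), and 1 motif was commoner in each list. Without the densest windows, and likewise without chromosomes 1, 17 and 20, 2 lists had more GPS2 regions than chance, against 1, and 1 motif was commoner in GPS2 regions. With flanks of 2 kb, 2 lists had more GPS2 regions. With flanks of 50 kb, 2 lists had more GPS2 regions, 1 had fewer and 2 had more HDAC3 regions. With control windows not matched on GC content, 4 motifs were commoner and 2 rarer in each list. With 1 mismatch allowed, 2 motifs were commoner in GPS2 regions. Against control windows with under 50% non-unique words, 2 were rarer in GPS2 regions, against 1. With placement over all chromosomes, 2 lists had more GPS2 regions. The added list was always that of luminal transcription factors. Its GPS2 regions lay mostly at TRPS1 (7) and GRHL2 (6), both on chromosome 8. GRHL2 lies in the block from 100 to 110 Mb of that chromosome, which neither removal took out.

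Among other results, 684 kept their direction and side of the threshold, 28 passed it newly, 2 no longer passed and 102 turned around. The 2 that kept their direction but no longer passed were the intergenic shares of GPS2 and HDAC3 within 1 Mb (exact adjusted p = 0.171 and 0.249). Within 1 Mb, the intron shares of 54.4% (GPS2) and 53.9% (HDAC3) turned from above to below chance and no longer passed. The other 100 turned around 1 without having passed before. Of these, 3 motifs of HDAC3 regions passed afterwards, all without GC matching (forkhead, NF-kB and homeobox).

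Gene list ratios that turned are given by setting. Within 1 Mb, GPS2 had lipid metabolism 0.861, cell cycle 0.904, 1p13 0.901, 3p14 1.34 and neuronal 1.10, and HDAC3 had focal adhesion 0.958 and p53 targets 0.974. Without wider regions, GPS2 had 1p13 0.699 and neuronal 1.14, and HDAC3 had immune 1.09. Without the densest windows, GPS2 had 17q23 1.29, 20q13 1.37 and neuronal 1.54, and HDAC3 had 17q23 1.95, 20q13 1.52, 1p13 1.07 and immune 1.04. Without chromosomes 1, 17 and 20, GPS2 had 1p13 0 and neuronal 2.62, and HDAC3 had immune 1.43 and neuronal 1.42. With flanks of 2 kb, GPS2 had immune 1.05, and HDAC3 had p53 targets 0, immune 1.43 and skeletal muscle 0. With flanks of 50 kb, GPS2 had K63 ubiquitin 0.792, lipid metabolism 0.932, focal adhesion 0.827 and immune 1.63, and HDAC3 had K63 ubiquitin 1.07, lipid metabolism 1.23, 1p13 1.85, immune 1.80 and skeletal muscle 0.993. Against length-matched lists, GPS2 had lipid metabolism 0.840, focal adhesion 0.862, 17q23 1.57, 20q13 1.35 and neuronal 1.16, and HDAC3 had NF-kB 0.497, focal adhesion 0.984, 17q23 2.80, 20q13 1.56, 1p13 1.50 and skeletal muscle 0.474. Over all chromosomes, GPS2 had 17q23 1.49, 20q13 1.70 and neuronal 1.40, and HDAC3 had NF-kB 0.689, 17q23 2.84, 20q13 1.99, 1p13 1.17, immune 1.22 and skeletal muscle 0.266.

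The motif odds ratios that turned, or met 1, follow. Within 1 Mb, GPS2 had estrogen response element 1, DR1 0.476, forkhead 0.986, E-box 0.986 and GC box 1.12, and HDAC3 had estrogen response element 0.769, DR0 1.11, NF-kB 1.05 and homeobox 0.991. Without wider regions, GPS2 had forkhead 0.9996 and YY1 0.833, and HDAC3 had NF-kB 1.05. Without the densest windows, GPS2 had forkhead 0.978 and GC box 1.03, and HDAC3 had nuclear receptor core site 1.02, NF-kB 1.03 and homeobox 0.999. Without chromosomes 1, 17 and 20, GPS2 had forkhead 0.976, and HDAC3 had DR0 1.11, forkhead 0.987, GATA 0.906, TEAD 0.955 and NF-kB 1.05. Without GC matching, GPS2 had estrogen response element 0.769 and forkhead 0.935, and HDAC3 had estrogen response element 0.666, nuclear receptor core site 1.23, DR0 1.43, AP-2 1.05, forkhead 0.821, GATA 0.936, run of A 1.02, TEAD 1, NF-kB 1.24 and homeobox 0.727. With 1 mismatch, GPS2 had estrogen response element 0.669, DR1 0.884 and DR0 1.25, and HDAC3 had DR0 1.07 and YY1 0.980. Against unique windows, GPS2 had DR1 0.555, forkhead 0.980 and YY1 0.693, and HDAC3 had estrogen response element 0.559, p53 0.559 and homeobox 0.988.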

Other observations

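The antigen presentation list and its test with ribosomal protein genes were chosen only after the promoter regions were seen.

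GPS2 regions without HDAC3 lay at the promoters of genes that load and present antigens. B2M, the light chain of MHC class I, had one at chromosome 15, 44711048 to 44711700, with its midpoint 17 bases downstream of a start site. A single region at chromosome 6, 32853892 to 32854392, lay between PSMB9 and TAP1, the peptide transporter. HLA-C, HLA-DRA, HLA-DMA and RFX5, a regulator of MHC class II genes, had one or more as well. In all, 7 of 36 antigen presentation genes had a GPS2-only promoter region, against 176 of 19926 other protein-coding genes. No HDAC3 region lay at any of the 36 promoters, which allows a share of up to 9.74%. The list was drawn up after these regions were seen, so these counts test neither an excess nor a difference between the factors. TAP1 and PSMB9 share 1 region, and neighbouring genes on chromosome 6 are not independent.

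One candidate explanation, a GPS2 region at any highly active promoter, cannot be told apart from a preference for these genes. Of 80 ribosomal protein genes, active in every growing cell, 0 had a GPS2-only promoter region, but this count allows a share of up to 4.51%, above the 0.920% of other protein-coding genes. No biological explanation was tested.

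The GPS2 list also held 2 regions on the mitochondrial genome, at 1 to 728 and at 15651 to 16569, and the HDAC3 list held none.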
